A study of Mus musculus with 14 samples. Its data were reported in "Lung-specific MCEMP1 functions as an adaptor for KIT to promote SCF-mediated mast cell proliferation" (2023).

How the data were processed

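Lungs of *Mcemp1*+/+ and *Mcemp1*-/- mice were profiled by RNA sequencing after saline or after a chronic ovalbumin (OVA) schedule, in 14 libraries that fall into 4 groups. The paper describes recovery of lavage fluid before lungs were perfused and taken for several uses. It does not state which part of a lung was sequenced. The sequencing libraries were made from polyadenylated RNA with a KAPA kit and read on an Illumina NovaSeq instrument. Per the labels, the authors aligned the reads to mm10 with STAR and processed them in Partek; neither program's version is given in those notes. The deposited table holds 1 value per gene and library for 24270 genes, named in its title as normalized counts. Its unit is treated here as a signal, because the authors state no normalization method for the deposited values. In each column the lowest value is shared by many genes, and 74.3% to 78.3% of the low values lie within 0.1 of a whole multiple of it. Each column therefore reads as estimated reads per gene plus an offset of 1 read, times 1 factor per library, and dividing the column total by the lowest value gives 47.2M to 67.1M estimated reads per library. The values are not whole reads throughout, so they were not used as raw counts, and the columns do not sum to a common total, so they are not CPM.

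Gene positions were taken from GENCODE M21 on GRCm38 through the Ensembl identifiers, of which 24165 (99.6%) were found there. The starts given in the deposited table equal those of GRCm38 for only 2.19% of these genes although 98.3% have the same length, so the table's own coordinates belong to a build that no source names, and none of them is printed. A symbol shared by 2 identifiers is followed by its identifier.

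Values were analysed as log2(value + pseudocount), with a pseudocount of 0.5 ppm of the mean column total, which is 0.502 in the deposited unit. Genes with at least 0.2 ppm of the column total in at least 3 libraries were kept, leaving 22828. On this scale the change of a gene with a low value is understated. The original comparison by Partek's Gene Specific Analysis could not be run here. A linear model was fitted to the 4 groups in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes with trend and robust), and 5 contrasts were tested 2-sided: OVA against saline in each genotype, *Mcemp1*-/- against *Mcemp1*+/+ under each treatment, and the difference between the OVA responses of the genotypes. P-values were adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05. Log2 changes are given with their standard error (SE), and group means of the deposited values with their standard deviation (SD). The p-values measure only the spread between these samples.

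Before the data were examined, 40 gene lists were fixed, covering cell types of the lung, type 2 and interferon inflammation, chemokines, complement, other tissues that a lung sample may carry, and the genes that the study took from these libraries or measured by PCR. Lists of sex-linked and liver genes had fewer than 3 measured genes, which left 38. Each list was tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether the genes of a list move one way on balance. The counts of members past the threshold are given both over all genes and adjusted over the list alone. A score per library, the mean log2 value of the measured members, was compared by exact permutation. The smallest 2-sided p that these permutations can give is 0.0286 for 3 libraries against 4 and for 4 against 4, 0.1 for 3 against 3, and 0.00143 for the difference of responses, so no score of the saline libraries can reach the threshold.

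The genes named were chosen by a rule. *Mcemp1* comes first, followed by all genes of both study lists. For each contrast the rule takes the 10 largest rises and the 10 largest falls among genes past the threshold whose groups do not overlap, and up to 4 members of each list described. Predicted genes and immunoglobulin or T cell receptor segments were counted and not named. For the difference of responses, genes were ranked by p, and the 5 smallest in each direction that did not pass are given as such. *Gm16867* and the predicted genes among those that differed between genotypes under both treatments were named after their values were seen. A few of the genes that the rule takes are not reported here.

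The procedure was tested on simulated data with the depth and the spread per gene of these libraries, with 22415 genes of which 200 were changed. It recovered 81% of the 2-fold and 93% of the 4-fold changes for OVA in wild type with 9 false calls, 86% and 95% between genotypes under OVA with 10 false calls, and 71% and 86% for the difference of responses with 7. Without changed genes it made 0 calls. Genes were simulated independently of each other, and only well-expressed genes were changed. These rates therefore do not cover structure shared by many genes of a library, or genes with low values. Alternatives fixed at the start covered scaling, pseudocount, filter, the limma trend, library weights, a fit on only the groups compared, replicate number as a block, a fold minimum, camera's correlation and the omission of each library in turn. Added after seeing the data were the subtraction of the offset, scaling to equal column totals, the omission of 2 libraries rich in airway genes, a covariate for heart muscle genes, the substrain list with each identifier of *Nnt* alone, and a slope corrected for noise, also for each OVA library (a wild-type library against the other 3).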

Results

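Lungs were collected from *Mcemp1*+/+ (wild-type, WT) and *Mcemp1*-/- (knockout, KO) mice that received saline or a chronic OVA schedule, a model of allergic asthma. Mice of 6 to 8 weeks of age were sensitized to OVA by intraperitoneal injection on days 1, 4 and 7, first challenged through the nose 5 days later and then challenged weekly for 8 weeks. RNA sequencing covered 3 saline-treated *Mcemp1*+/+ lungs, 4 OVA-challenged *Mcemp1*+/+ lungs, 3 saline-treated *Mcemp1*-/- lungs and 4 OVA-challenged *Mcemp1*-/- lungs. Libraries are named by treatment, genotype and replicate, as in OVA KO 4. Values are normalized read counts as the authors deposited them. The estimated depth was 51.5M to 63.8M reads in saline WT, 47.2M to 49.4M in OVA WT, 48.4M to 54.3M in saline KO and 57.1M to 67.1M in OVA KO. Column totals averaged 935196 ± 21566 (SD, n = 3), 1094790 ± 51457 (n = 4), 947058 ± 35768 (n = 3) and 1004733 ± 59919 (n = 4) in the same order. In a principal component analysis the first component held 38.6% of the variance. Saline-treated libraries of both genotypes lay between -33.3 and -24.6 on it and the OVA WT libraries between 25.5 and 44.7, whereas OVA KO libraries spread from 35.8 (OVA KO 1) over 11.3 (OVA KO 2) to -8.7 (OVA KO 3) and -6.9 (OVA KO 4). OVA WT 2 and OVA KO 3 had the highest scores of all libraries for mucous secretory genes (5.68 and 6.53), and counts are also given without this airway-rich pair.

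*Mcemp1* (ENSMUSG00000013974; GRCm38 chromosome 8, 3665754 to 3669259) encodes the mast cell-expressed membrane protein that was deleted in these mice by CRISPR-Cas9, with a small deletion in the first exon that shifts the reading frame. A value for the whole gene reads transcript outside the deleted bases, so it checks the genotype labels only in part. *Mcemp1* was at 10.6 ± 1.2 (SD, n = 3) in saline-treated and 14.8 ± 3.81 (n = 4) in OVA-challenged *Mcemp1*+/+ lungs, against 4.12 ± 0.769 (n = 3) and 4.26 ± 0.475 (n = 4) in *Mcemp1*-/- lungs. Knockout means were 39% and 28.8% of the wild-type means, and every knockout library lay below every wild-type library. By limma the genotype difference was -1.66 on the log2 scale under OVA (SE 0.16, adjusted p = 0.00017) and -1.27 under saline (SE 0.18, adjusted p = 0.012). The saline call was lost when any of saline WT 1, 2 or 3 or saline KO 1 or 2 was left out (adjusted p 0.052 to 0.1). The OVA effect on *Mcemp1* did not pass the threshold in wild type (log2 change 0.44, SE 0.17, adjusted p = 0.12) or in knockout (0.05, SE 0.17, adjusted p = 0.94), and the difference between them was -0.39 (adjusted p = 0.76).

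**Figure D1:**
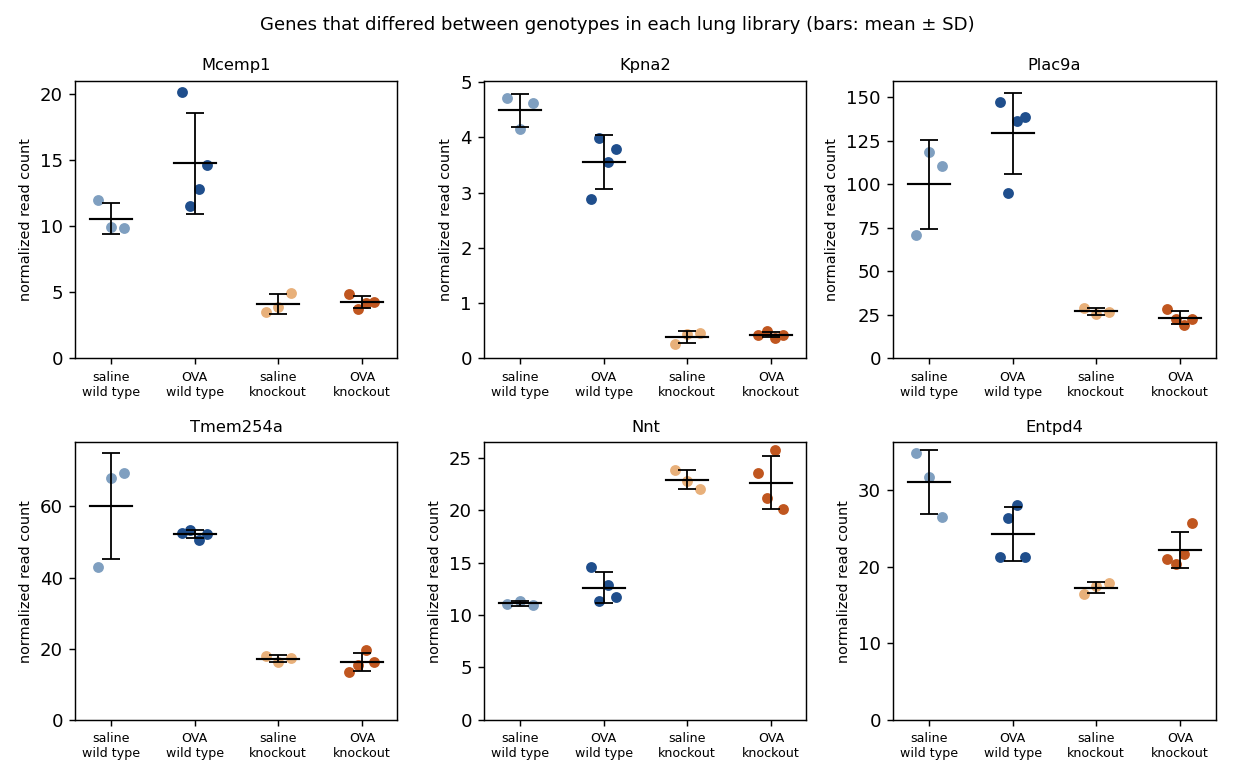
Normalized read count (y axis) of *Mcemp1*, *Kpna2*, *Plac9a*, *Tmem254a*, *Nnt* (ENSMUSG00000025453) and *Entpd4* in each library of the 4 groups; points are libraries and bars are mean ± SD. *Kpna2* lies at 4.49 and 3.56 on average in saline-treated and OVA-challenged wild-type lungs and at 0.386 and 0.43 in knockout lungs, while *Nnt* lies at 11.1 and 12.6 against 22.9 and 22.6.

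The comparison of OVA with saline in *Mcemp1*+/+ lungs asks how the chronic allergen schedule changes lung transcripts when MCEMP1 is present. After OVA, products of alternatively activated macrophages, chemokines that recruit monocytes and T cells, interferon-induced genes and immunoglobulin transcripts were higher, and club cell genes were lower. Scores of the mitochondrial list, kept as a measure of RNA and handling, rose as well (13.4 to 13.8 in saline WT, 14.3 to 14.6 in OVA WT). *Retnla*, which encodes the secreted resistin-like protein of alternatively activated macrophages, rose from 75.4 ± 35.5 (SD, n = 3) to 1900 ± 512 (n = 4), a log2 change of 4.71 (SE 0.47, limma adjusted p = 0.00026). *Chil4*, a chitinase-like protein, rose from 0.583 ± 0.597 to 65.3 ± 35.5 (log2 5.88, SE 0.99, adjusted p = 0.0025), and *Arg1*, arginase 1, from 1.2 ± 0.221 to 28 ± 17.5 (log2 3.83, SE 0.53, adjusted p = 0.00071). In OVA WT 1 to 4, *Chil4* (38.1, 88.7, 31.9 and 102) varied much as the goblet cell gene *Clca1* did (131, 832, 106 and 643). Its rise therefore need not come from macrophages. The club cell secretoglobin *Scgb1a1* fell from 23100 ± 2450 to 5560 ± 1390 (log2 -2.08, SE 0.27, adjusted p = 0.00054). In all, 2695 of 22828 genes passed the threshold, 995 higher and 1700 lower, and 745 of them changed at least 2-fold (221 higher, 524 lower).

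Of 12 measured members of the alternative macrophage list, 10 rose (11 adjusted over the list alone). *Mmp12*, a macrophage elastase, rose from 4.42 ± 0.447 to 40.9 ± 15.1 (log2 3.00), *Chil3* from 202 ± 48 to 1410 ± 360 (log2 2.79), and the inhibitory Fc receptor gene *Fcgr2b* by 1.40 on the log2 scale. The list had a mean log2 change of 2.45 (camera adjusted p = 1e-12, and adjusted p = 0.084 with an estimated correlation). In the type 2 list, 9 of 18 members rose (10 adjusted over the list alone). The mean was 0.78 (camera adjusted p = 1.5e-07, and adjusted p = 0.059 with an estimated correlation). The CCR8 ligand *Ccl8* rose from 1.55 ± 0.0106 to 16.3 ± 4.08 (log2 3.00, SE 0.21, adjusted p = 2.5e-05). The eotaxin *Ccl24* rose from 0.509 ± 0.104 to 5.39 ± 3.22 (log2 2.41, adjusted p = 0.0017), and the eotaxin receptor gene *Ccr3* by 0.55 (adjusted p = 0.0032). *Il13* rose from 0.031 ± 0.0252 to 0.308 ± 0.0838 (log2 0.60, adjusted p = 0.0026), a low value whose change is understated by the pseudocount.

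Of the inflammatory chemokine list, 11 of 14 rose (13 adjusted over the list alone). The mean change was 1.57 (camera adjusted p = 2.4e-12, and adjusted p = 0.059 with an estimated correlation). *Cxcl9*, an interferon gamma-induced ligand of CXCR3, rose from 0.558 ± 0.41 to 19.8 ± 3.38 (log2 4.31, SE 0.43, adjusted p = 0.00026). *Ccl2*, a monocyte attractant, rose from 0.906 ± 0.258 to 6.07 ± 1.81 (log2 2.20, SE 0.23, adjusted p = 0.00026), and *Ccl9* from 19.3 to 72.2 (log2 1.88). In the interferon response list, 10 of 14 rose (13 adjusted over the list alone), with a mean of 1.33 (camera adjusted p = 2.4e-12, and adjusted p = 0.092 with an estimated correlation). Among them were *Cxcl10*, from 1.51 ± 0.464 to 16.4 ± 5.56 (log2 3.04) and *Oas1a* (log2 1.16). Of the monocyte and macrophage list, 9 of 12 rose (10 adjusted over the list alone), with a mean of 0.79 (camera adjusted p = 5.2e-09, and adjusted p = 0.12 with an estimated correlation). They included the lysosomal protein gene *Cd68* (log2 1.07), *Trem2*, from 2.41 to 7.41 (log2 1.44), and the complement genes *C1qb* (log2 0.98) and *C1qc* (log2 0.86).

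In the mucous secretory list, 2 of 12 members rose (2 adjusted over the list alone). *Clca1*, a goblet cell product, went from 22.5 ± 30.3 to 428 ± 366 (log2 4.89, SE 1.18, adjusted p = 0.02), and *Slc26a4*, the anion exchanger pendrin, from 5.76 ± 1.36 to 98.7 ± 31.8 (log2 3.95, SE 0.47, adjusted p = 0.00038). The list rose with a mean of 1.18 (camera adjusted p = 0.022, and adjusted p = 0.55 with an estimated correlation), but not without saline WT 2 (adjusted p = 0.069), OVA WT 2 (0.19) or OVA WT 4 (0.06). *Clca1* lost its call without saline WT 1 (adjusted p = 0.055), saline WT 2 (0.094) or OVA WT 2 (0.052). Further large rises were those of *Jchain*, which joins polymeric immunoglobulin (9.11 ± 3.84 to 178 ± 131, log2 3.90), the acute phase gene *Saa3* (3.88 ± 1.66 to 34.5 ± 10.9, log2 3.01) and *Fer1l6* (log2 3.33, adjusted p = 0.015, or 0.073 without saline WT 2). All 25 immunoglobulin or T cell receptor segments past the threshold were higher.

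Mast cell genes moved little. Of 12 measured genes (of 17 in the list), 1 passed the threshold, the protease gene *Mcpt4*, which fell from 0.566 ± 0.116 to 0.26 ± 0.106 (log2 -0.49, adjusted p = 0.041), and 0 passed adjusted over the list alone. *Mcpt4* lost its call without any saline library of either genotype and without OVA WT 2, 3 or 4 (adjusted p 0.054 to 0.13). The list did not pass (mean 0.07, camera adjusted p = 0.66).

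Of 6 club cell genes, 5 fell (5 adjusted over the list alone), with a mean of -1.69 (camera adjusted p = 3.2e-06, and adjusted p = 0.12 with an estimated correlation). Besides *Scgb1a1* they included the cytochrome P450 gene *Cyp2f2*, from 3100 ± 342 to 522 ± 158 (log2 -2.61, SE 0.3, adjusted p = 0.00037), *Cbr2* (log2 -1.81) and *Aldh1a1* (log2 -0.99). Ciliated cell scores were lower too in OVA WT 1, 3 and 4 (4.0 to 4.5, against 5.67 to 5.79 in saline WT), but hardly in OVA WT 2 (5.61). The airway-rich OVA WT 2 also held the highest club cell score of its group (9.74, against 8.66 to 9.25). Whether these samples held less airway was not tested. Of 10 genes of heart muscle, a tissue that in mice also surrounds the pulmonary veins, 9 fell (10 adjusted over the list alone). Their mean was -2.79 (camera adjusted p = 1.5e-12, and adjusted p = 0.086 with an estimated correlation). Muscle genes made up most of the largest falls. The cardiac myosin gene *Myh6* fell from 378 ± 82.2 to 25.6 ± 14.3 (log2 -4.08, SE 0.6, adjusted p = 0.001) and myoglobin (*Mb*) from 61.2 ± 13.3 to 5.37 ± 3.34 (log2 -3.67). *Myom2*, *Kcnj3*, *Actn2*, *Eef1a2*, *Ckm*, *Myl4*, *Sln* and *Ryr2* changed by -3.22 to -2.64. Of 9 fat genes, 4 fell (7 adjusted over the list alone), with a mean of -2.35 (camera adjusted p = 4.7e-05, and adjusted p = 0.27 with an estimated correlation). Adipsin (*Cfd*) fell from 46.9 ± 18 to 2.58 ± 3.13 (log2 -4.41, SE 1.06, adjusted p = 0.018), and carbonic anhydrase 3 (*Car3*) by log2 -3.50 (adjusted p = 0.05, under the threshold before rounding). *Cfd* lost its call without saline WT 1, saline WT 2 or OVA WT 1 (adjusted p 0.056 to 0.066), and *Car3* without 11 of the 14 libraries, all but OVA WT 2 and OVA KO 2 and 3 (0.057 to 0.14).

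Of 11 core genes that the study drew from these libraries, 8 rose (11 adjusted over the list alone), and the list was higher (camera adjusted p = 9.2e-12, and adjusted p = 0.059 with an estimated correlation). This is not independent evidence, because the list was chosen on these samples. Besides *Il13* and *Mmp12*, the complement gene *C3* rose from 426 ± 63.1 to 1010 ± 168 (log2 1.24). *Ifng*, interferon gamma, rose from 0.255 ± 0.0162 to 0.834 ± 0.114 (log2 0.82), *Ccr1* by 1.33, and *Cfb*, complement factor B, from 21.4 to 52.8 (log2 1.29, adjusted p = 0.031). The call for *Cfb* was lost without saline WT 1, 2 or 3 or OVA WT 1, 3 or 4 (adjusted p 0.052 to 0.12). *Ccl3* (log2 0.75, adjusted p = 0.071) and *Ccl5* (0.96, adjusted p = 0.076) did not pass. Of the 6 genes measured by PCR in the study 4 rose, among them *Il13*, *Ccl2* and *Cxcl10* (5 adjusted over the list alone). They had a mean of 1.48 (camera adjusted p = 2.2e-07, and adjusted p = 0.083 with an estimated correlation), and *Il5* did not pass (log2 0.16, adjusted p = 0.44). Groups did not overlap for 22.9% of all genes tested, where chance gives 5.71%. The count of 2695 genes dropped to 1692, 1159, 1499 and 1653 without saline WT 1, 2, 3 or OVA WT 1. With both airway-rich libraries left out it was 3426, with array weights 4701 and with equal column totals 4807 (467 higher, 4340 lower). With the heart muscle score, which itself differs between the treatments, as a covariate it was 5, and of the 45 calls on named genes only that of *Ccl8* was kept. Among lists, alternative macrophage (mean 2.99), type 2 (1.03), chemokine (1.54), interferon response (0.87) and core genes (1.24) then stayed past the threshold. Club cell (-0.13, adjusted p = 0.32) and monocyte and macrophage genes (0.33, adjusted p = 0.097) did not. The mean of the mucous secretory list became 5.63 (camera adjusted p = 4.2e-15). Heart muscle scores of saline WT (5.87 to 6.49) and OVA WT (2.49 to 3.88) do not overlap, so these adjusted means are extrapolated. A call kept or lost here therefore decides little.

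**Figure D2:**
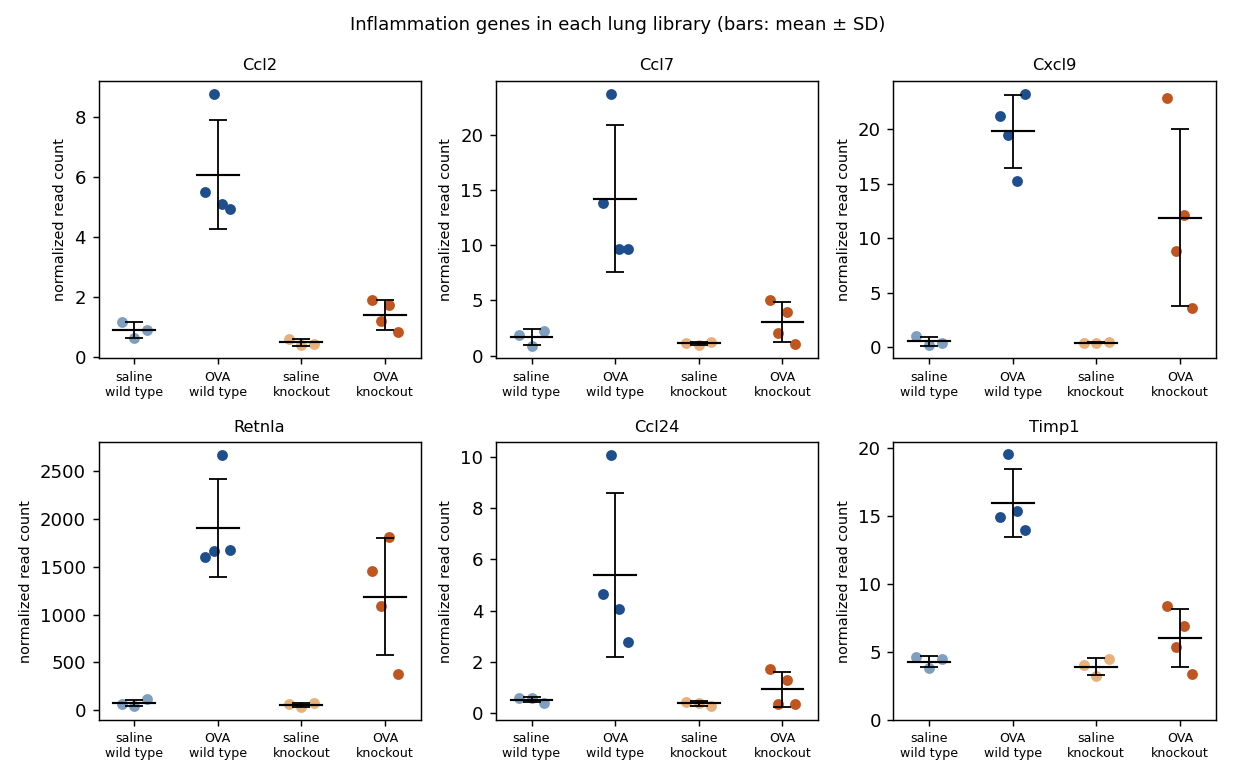
Normalized read count (y axis) of *Ccl2*, *Ccl7*, *Cxcl9*, *Retnla*, *Ccl24* and *Timp1* in each library of the 4 groups; points are libraries and bars are mean ± SD. After OVA, *Ccl2* averages 6.07 in wild-type and 1.41 in knockout lungs, and *Ccl7* 14.2 and 3.02.

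The comparison of OVA with saline in *Mcemp1*-/- lungs asks which of these changes occur without MCEMP1. Some genes of alternatively activated macrophages, some chemokine genes and immunoglobulin transcripts rose in knockout lungs too. *Retnla* rose from 55.7 ± 21.2 (SD, n = 3) to 1190 ± 613 (n = 4), a log2 change of 4.27 (SE 0.47, limma adjusted p = 0.0032), *Ccl8* from 1.16 ± 0.279 to 9.88 ± 2.56 (log2 2.63, SE 0.21, adjusted p = 0.00014) and *Cxcl9* from 0.442 to 11.9 ± 8.13 (log2 3.46, adjusted p = 0.0054). In all, 86 genes passed the threshold, 48 higher and 38 lower, 58 of them with at least a 2-fold change (42 higher, 16 lower). All 29 immunoglobulin or T cell receptor segments among them were higher. Of the genes higher in knockout, 27 were also higher in wild type, where 2.09 were expected by chance, and of those lower 33, against 2.83.

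In the alternative macrophage list 3 of 12 members rose, *Retnla*, *Chil4* and *Mmp12* (9 adjusted over the list alone). The mean change was 1.56 (camera adjusted p = 5e-11, and adjusted p = 0.12 with an estimated correlation). *Chil4* averaged 0.199 in saline and 95.4 ± 147 after OVA (log2 5.64, adjusted p = 0.03), and *Mmp12* rose from 3.39 ± 0.697 to 16.1 ± 7.76 (log2 1.98, adjusted p = 0.025). In the type 2 list 1 of 18 rose, *Ccl8* (3 adjusted over the list alone), with a mean of 0.44 (camera adjusted p = 6.9e-06, and adjusted p = 0.12 with an estimated correlation). Of the interferon response list, 1 of 14 rose (4 adjusted over the list alone), with a mean of 0.75 (camera adjusted p = 6.3e-09, and adjusted p = 0.16 with an estimated correlation). Of the inflammatory chemokine list, 1 of 14 rose (6 adjusted over the list alone), with a mean of 0.79 (camera adjusted p = 1.1e-07, and adjusted p = 0.12 with an estimated correlation). The eosinophil granule gene *Prg2* rose from 0.137 ± 0.0842 to 1.11 ± 0.483 (log2 1.29, adjusted p = 0.024). Its values after OVA were 0.529 to 1.58 in knockout and 0.279 to 0.655 in wild-type lungs. In the mucous secretory list 2 of 12 rose (4 adjusted over the list alone), with a mean of 1.60 (camera adjusted p = 4.6e-05, and adjusted p = 0.32 with an estimated correlation). *Clca1* (3.83 ± 2.46 to 485 ± 619, log2 6.29), *Slc26a4* (6.03 to 44.1, log2 2.49), *Jchain* (56.9 ± 3.3 to 388 ± 138, log2 2.69) and *AA467197* (1.9 to 9.5, log2 1.95) rose as well.

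Falls named in knockout lungs ran from -1.74 to -1.19 on the log2 scale. *Asgr1*, an asialoglycoprotein receptor gene, fell from 5.94 to 1.5 (log2 -1.74), *Gdpd2* from 23.1 to 7.15 (log2 -1.73) and *Pi16*, a marker of adventitial fibroblasts, from 26.5 ± 1.85 to 10.6 ± 2.47 (log2 -1.31, adjusted p = 0.0073). The BMP receptor gene *Bmpr1b* fell from 20.7 ± 0.278 to 9.01 ± 2.01 (log2 -1.19, adjusted p = 0.01). *Rptn*, *Cd209f*, *Serpinf1*, *Prom2* and *Ppp2r2b* fell by 1.46, 1.34, 1.24, 1.2 and 1.19 on the log2 scale. Club cell genes were lower as a list although 0 of 6 passed singly (3 adjusted over the list alone), with a mean of -0.79 (camera adjusted p = 0.00016, and adjusted p = 0.18 with an estimated correlation). With the heart muscle score as a covariate the club cell mean was -0.34 and did not pass (camera adjusted p = 0.054). Heart muscle genes were lower too, with 1 of 10 past the threshold (4 adjusted over the list alone) and a mean of -0.81 (camera adjusted p = 6.9e-06, and adjusted p = 0.22 with an estimated correlation). Fat genes had a mean of -1.13 (camera adjusted p = 0.0054, and adjusted p = 0.44 with an estimated correlation), a call lost without OVA KO 2 (adjusted p = 0.077) or OVA KO 4 (0.058). The mast cell list did not pass (0 of 12 genes, mean 0.08, camera adjusted p = 0.2).

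Of the 11 core genes of the study 2 rose, *Mmp12* among them (4 adjusted over the list alone), which is not independent evidence. *C3* (log2 0.35, adjusted p = 0.54), *Ccr1* (0.51, 0.31), *Ifng* (0.46, 0.14), *Il13* (0.12, 0.71), *Cfb* (0.65, 0.51), *Ccl5* (0.52, 0.6) and *Ccl3* (0.16, 0.86) did not pass. Of the 6 genes measured by PCR 1 rose (3 adjusted over the list alone), and *Ccl2* (log2 0.91, adjusted p = 0.11), *Cxcl10* (2.06, adjusted p = 0.05, above the threshold before rounding) and *Il5* (-0.01, adjusted p = 0.98) did not pass. Groups did not overlap for 12.8% of genes in this comparison, against 5.71% by chance.

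The knockout count depended on single libraries. It was 11, 30 and 15 without saline KO 1, 2 or 3, 40, 48, 52 and 213 without OVA KO 1, 2, 3 or 4, and 167 without OVA WT 2. With the airway-rich pair left out it was 467, with array weights 645, with equal column totals 145 and in a fit on the knockout libraries alone 24. *Ccl8*, *Retnla* and *Cxcl9* kept their calls whichever library was left out, and without saline KO 1 each of the other 16 named genes lost its call. *Pi16* did so only there (adjusted p = 0.054), *Asgr1* and *Bmpr1b* also without saline KO 3 (adjusted p 0.083 to 0.13 and 0.063 to 0.084), and *AA467197* also without saline KO 2 or 3 (0.051 to 0.1). *Chil4*, *Mmp12* and *Prg2* lost theirs without any saline KO library, and also without OVA KO 1 or 2 for *Chil4* and 1 or 3 for *Mmp12* and *Prg2* (adjusted p 0.05 to 0.16). *Ppp2r2b* lost its call without saline KO 1 or 3 or OVA KO 1 or 2 (0.058 to 0.16). *Clca1*, *Jchain*, *Slc26a4*, *Gdpd2*, *Rptn*, *Cd209f*, *Serpinf1* and *Prom2* lost theirs without any saline KO library, without OVA KO 1, 2 or 3, and in 7 of these 8 cases without some wild-type libraries (adjusted p 0.05 to 0.23).

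**Figure D3:**
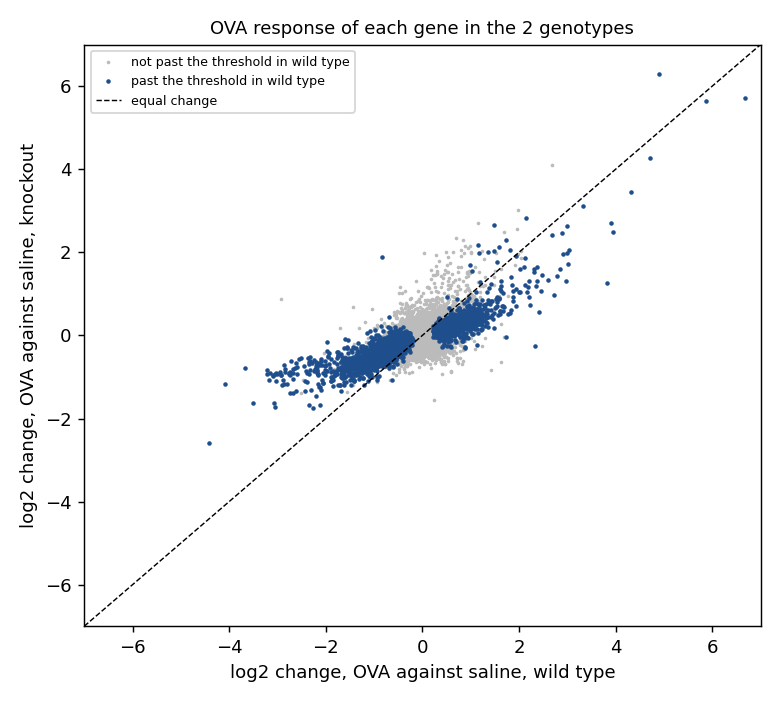
Log2 change of each tested gene after OVA against saline in wild-type lungs (x axis) and in knockout lungs (y axis); blue points are the 2695 genes past the threshold in wild type and the dashed line marks equal changes. The slope over all genes is 0.561.

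The comparison of *Mcemp1*-/- with *Mcemp1*+/+ lungs after OVA asks whether the inflamed lung differs when MCEMP1 is missing. The chemokine genes *Ccl2*, *Ccl7* and *Ccl24* were lower in knockout lungs. *Ccl2* was at 6.07 ± 1.81 (SD, n = 4) in wild type and 1.41 ± 0.489 (n = 4) in knockout, a log2 difference of -1.78 (SE 0.21, limma adjusted p = 0.0015), *Ccl7* at 14.2 ± 6.66 and 3.02 ± 1.8 (log2 -2.13, SE 0.38, adjusted p = 0.036) and *Ccl24* at 5.39 ± 3.22 and 0.914 ± 0.695 (log2 -2.05, SE 0.36, adjusted p = 0.032). *Timp1*, an inhibitor of matrix metalloproteinases induced in injured tissue, was at 16 ± 2.49 and 6.01 ± 2.13 (log2 -1.39, SE 0.21, adjusted p = 0.012). In all, 89 genes differed, 42 higher and 47 lower in knockout, 41 of them at least 2-fold (23 higher, 18 lower).

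In the inflammatory chemokine list 2 of 14 genes were lower past the threshold, *Ccl2* and *Ccl7* (9 adjusted over the list alone), with a mean of -0.77 (camera adjusted p = 5.8e-08, and adjusted p = 0.12 with an estimated correlation). The alternative macrophage list was lower, with 1 of 12 past, *Ccl24* (9 adjusted over the list alone), and a mean of -1.01 (camera adjusted p = 8.6e-09, and adjusted p = 0.17 with an estimated correlation). Of the type 2 list 1 of 18 was lower (8 adjusted over the list alone), with a mean of -0.43 (camera adjusted p = 2.1e-05, and adjusted p = 0.12 with an estimated correlation). The interferon response list was lower with 0 of 14 past (11 adjusted over the list alone) and a mean of -0.65 (camera adjusted p = 1.7e-08, and adjusted p = 0.2 with an estimated correlation). Genes of the mitochondrial genome, a list kept as a measure of RNA and handling, were lower too with 0 of 9 past and a mean of -0.50 (camera adjusted p = 2e-05, and adjusted p = 0.38 with an estimated correlation). Under quantile normalization the difference was -0.04 (adjusted p = 0.6). That method gives the top ranks the same values in every library, and these genes hold very high values (*mt-Co1* 29540 to 77920). It therefore cannot tell whether the difference is one of scaling. The monocyte and macrophage list was lower with 1 of 12 past (6 adjusted over the list alone) and a mean of -0.42 (camera adjusted p = 6e-06, and adjusted p = 0.26 with an estimated correlation). Scores per library for alternative macrophage genes averaged 6.01 ± 0.21 (SD, n = 4) in wild type and 5 ± 0.71 in knockout, and for chemokine genes 3.12 ± 0.19 and 2.35 ± 0.41. Both differed with p = 0.0286, the smallest the exact 2-sided permutation allows, and with an adjusted p = 0.155 over 38 lists.

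Mast cell genes did not differ after OVA, with 0 of 12 past the threshold, also adjusted over the list alone (mean -0.02, camera adjusted p = 0.9). The stem cell factor receptor gene *Kit* was at 191 ± 40.5 in wild type and 191 ± 43.1 in knockout (log2 -0.01, adjusted p = 0.99), and the transcription factor gene *Gata2* at 251 ± 46.8 and 217 ± 35.4 (log2 -0.20, adjusted p = 0.49). Endothelial cells express both. Of the 12 measured mast cell genes 5 averaged below 1 and 4 averaged 10 or more.

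Of the 11 core genes of the study, which were chosen on these samples and are not independent evidence, 1 was lower past the threshold (7 adjusted over the list alone). The list had a mean of -0.52 (camera adjusted p = 2.7e-06, and adjusted p = 0.12 with an estimated correlation). Members that did not pass included *Il13* (log2 -0.48, adjusted p = 0.052), *Mmp12* (-1.38, 0.077), *Ccr1* (-0.48, 0.17), *C3* (-0.50, 0.18), *Ifng* (-0.32, 0.18), *Ccl3* (-0.43, 0.36), *Ccl5* (-0.14, 0.85) and *Cfb* (0.05, 0.95). Of the 6 genes measured by PCR 2 were lower, *Ccl2* among them (4 adjusted over the list alone), with a mean of -0.88 (camera adjusted p = 1.9e-06, and adjusted p = 0.12 with an estimated correlation). *Cxcl10* (log2 -1.43, adjusted p = 0.1) and *Il5* (-0.09, adjusted p = 0.68) did not pass. Club cell genes lay higher in OVA-challenged knockout than wild-type lungs, with 0 of 6 past (3 adjusted over the list alone) and a mean of 0.78 (camera adjusted p = 0.00061, and adjusted p = 0.3 with an estimated correlation). With the heart muscle score as a covariate their mean was 0.29 and did not pass (adjusted p = 0.079). Heart muscle genes lay higher too, with 0 of 10 past (7 adjusted over the list alone) and a mean of 0.88 (camera adjusted p = 6.4e-05, and adjusted p = 0.38 with an estimated correlation).

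The largest differences included those of *Plac9a*, *Kpna2*, *Tmem254a* and *Mid1*, which also differed in saline-treated lungs. *Plac9a* was at 129 ± 23.4 and 23.4 ± 3.82 (log2 -2.44, adjusted p = 1.6e-05), the nuclear import gene *Kpna2* at 3.56 ± 0.485 and 0.43 ± 0.0509 (log2 -2.12, adjusted p = 9.2e-07), and *Tmem254a* at 52.2 ± 1.18 and 16.2 ± 2.52 (log2 -1.67, adjusted p = 3.7e-05). The ubiquitin ligase gene *Mid1* was at 44.3 ± 9.31 and 13.7 ± 1.52 (log2 -1.64, adjusted p = 0.0024). The interferon-inducible gene *Ifi208*, which did not pass after saline, was at 26.8 ± 4.86 and 8.92 ± 1.07 (log2 -1.52, adjusted p = 0.00013). *Nnt*, the mitochondrial nicotinamide nucleotide transhydrogenase, was higher under both of its identifiers, of which ENSMUSG00000025453 passed after saline as well. It was at 5.66 ± 0.71 and 16.3 ± 3.28 for ENSMUSG00000116207 (log2 1.44, adjusted p = 0.00019) and at 12.6 ± 1.47 and 22.6 ± 2.51 for ENSMUSG00000025453 (log2 0.82, adjusted p = 0.00091). The list of genes known to differ between C57BL/6 substrains holds 3 genes and 4 identifiers. Both identifiers higher past the threshold were those of *Nnt* (3 adjusted over the list alone). The mean was 0.68 (camera adjusted p = 6.1e-05, and adjusted p = 0.052 with an estimated correlation). With only 1 identifier of *Nnt* in the list the camera adjusted p was 0.0097 (ENSMUSG00000025453) or 0.0067 (ENSMUSG00000116207), and 0.12 for either with an estimated correlation. Other genes higher in knockout were the pantetheinase gene *Vnn3* (2.96 and 8.49, log2 1.30), *Scgb1c1* (log2 1.11), *Ldhb-ps* (log2 1.09), *Btc* (log2 0.92), *Pi16* (5.5 and 10.6, log2 0.88), *Mgam* (log2 0.80), *Aox3* (54.2 and 93.3, log2 0.75) and *Mid1-ps1* (log2 0.69).

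Groups did not overlap for 7.13% of genes after OVA, against 2.86% by chance. The count of 89 genes was 1106 (541 higher, 565 lower) without OVA KO 1, and 34, 51 and 31 without OVA KO 2, 3 or 4. It was 29 and 47 without OVA WT 1 or 4, 44, 42 and 46 without saline WT 1, 2 or 3, and 39, 36 and 34 without saline KO 1, 2 or 3. It was 68 without both airway-rich libraries, 242 with array weights, 214 with a replicate block, 132 with equal column totals (101 higher, 31 lower), and 17 both in a fit on the OVA libraries alone and with the heart muscle score as a covariate. *Ccl2*, *Timp1*, *Ifi208*, *Mid1*, *Plac9a*, *Kpna2*, *Tmem254a*, *Mcemp1* and both *Nnt* identifiers held whichever library was left out. *Ccl7* lost its call without saline WT 1 or 3, OVA WT 1, 2 or 4, any saline KO library or OVA KO 2 or 4 (adjusted p 0.052 to 0.11), and *Ccl24* without any saline library, OVA WT 1 or OVA KO 2 or 4 (0.054 to 0.1). *Scgb1c1* lost its call without OVA WT 1 or 4 or OVA KO 2 or 4 (0.058 to 0.091). *Vnn3*, *Ldhb-ps*, *Btc*, *Pi16*, *Mgam*, *Aox3* and *Mid1-ps1* lost theirs without 11 to 13 of the 14 libraries (0.051 to 0.14).

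**Figure D4:**
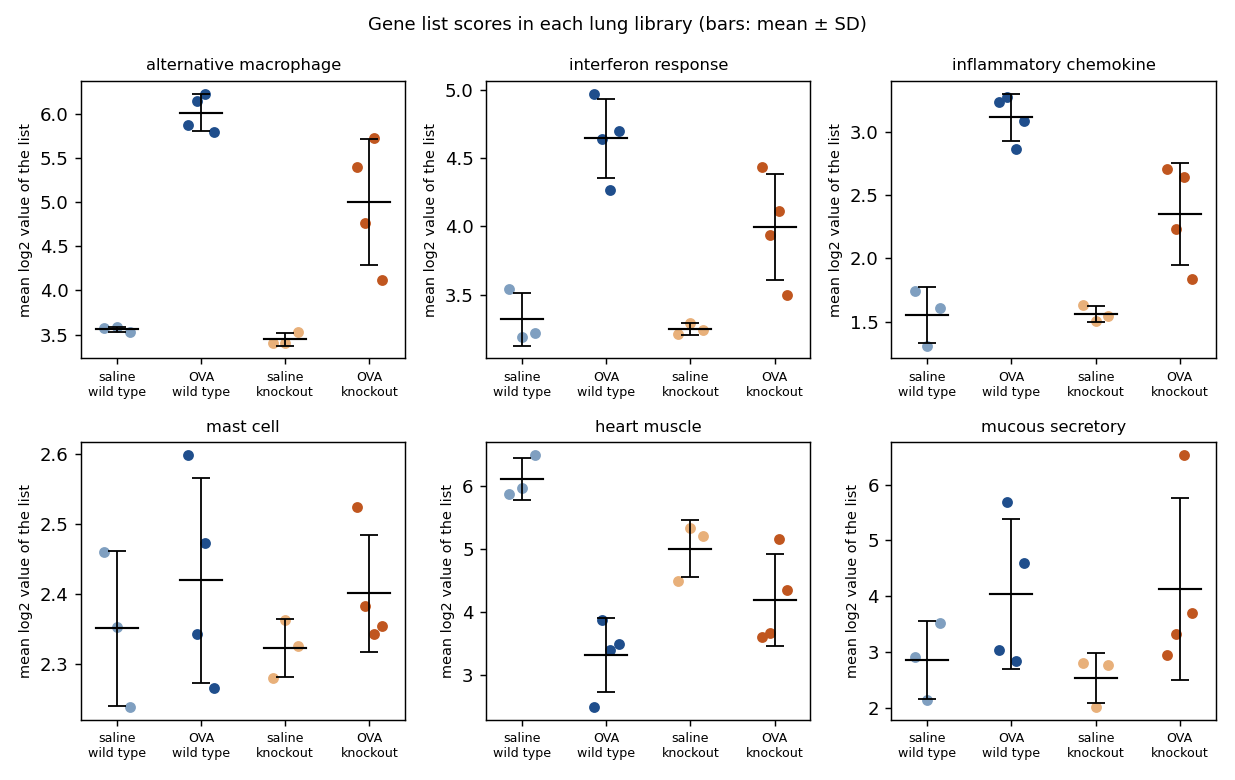
Mean log2 normalized value per library (y axis) of the alternative macrophage, interferon response, inflammatory chemokine, mast cell, heart muscle and mucous secretory lists in the 4 groups; points are libraries and bars are mean ± SD. Mast cell scores average 2.35, 2.42, 2.32 and 2.4 in saline WT, OVA WT, saline KO and OVA KO, while chemokine scores average 1.55, 3.12, 1.56 and 2.35.

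The comparison of *Mcemp1*-/- with *Mcemp1*+/+ lungs after saline asks which differences exist without allergen. None of the inflammatory genes of the study differed (adjusted p = 1 for each). A small set of other genes did, and 6 of 38 gene lists by camera at its preset correlation. With an estimated correlation 1 of 38 lists passed, and it did not with a single identifier of *Nnt*. *Kpna2* was at 4.49 ± 0.299 (SD, n = 3) in wild type and 0.386 ± 0.109 (n = 3) in knockout (log2 -2.50, SE 0.14, limma adjusted p = 6.9e-07), *Plac9a* at 99.9 ± 25.4 and 27 ± 1.92 (log2 -1.84, adjusted p = 0.00091), *Tmem254a* at 60.1 ± 14.8 and 17.2 ± 0.869 (log2 -1.74, adjusted p = 0.00022) and *Lrmda*, a gene of melanocyte differentiation, at 2.56 ± 0.358 and 0.587 ± 0.0559 (log2 -1.49, adjusted p = 0.00036). *Nnt* (ENSMUSG00000025453) was higher, at 11.1 ± 0.22 and 22.9 ± 0.914 (log2 1.01, SE 0.11, adjusted p = 0.00065).

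In all, 19 genes passed the threshold, 2 higher and 17 lower, 14 of them at least 2-fold (2 higher, 12 lower). *Mid1* was at 43.3 ± 18.2 and 14.2 ± 1.53 (log2 -1.51, adjusted p = 0.024), and the homeobox gene *Duxbl1* at 1.44 and 0.447 (log2 -1.03, adjusted p = 0.01). *Entpd4*, a nucleotide diphosphatase gene, was at 31.1 ± 4.21 and 17.3 ± 0.753 (log2 -0.82, adjusted p = 0.024) and *Entpd4b* at 29.4 and 16.9 (log2 -0.78, adjusted p = 0.01). *Entpd4* and *Entpd4b* are near-identical copies, as are other genes beside *Plac9a*, *Tmem254a* and *Duxbl1*, so the share of reads that each holds is uncertain. In the substrain list 1 of 4 identifiers was higher and 1 lower (4 adjusted over the list alone), with a mean of 0.47 (camera adjusted p = 4.4e-05, and adjusted p = 0.035 with an estimated correlation). These values count *Nnt* under both of its identifiers. With ENSMUSG00000025453 alone the camera adjusted p was 0.03, and 0.32 with an estimated correlation, and with ENSMUSG00000116207 alone it was 0.12 and 0.52. Heart muscle genes lay lower in knockout than in wild type after saline, with 0 of 10 past and a mean of -1.11 (camera adjusted p = 5.4e-10, and adjusted p = 0.32 with an estimated correlation). Their scores averaged 6.11 ± 0.33 and 5.01 ± 0.45. Immediate early genes, which respond to handling, lay lower as well (0 of 11 past, mean -0.42, camera adjusted p = 7.9e-06, and adjusted p = 0.39 with an estimated correlation). So did genes of type 1 alveolar cells (0 of 7 past, mean -0.47, camera adjusted p = 0.0007, and adjusted p = 0.85 with an estimated correlation), a call lost without saline KO 1 (adjusted p = 0.085). Genes of cytotoxic lymphocytes lay higher (0 of 8 past, mean 0.35, camera adjusted p = 0.00011, and adjusted p = 0.6 with an estimated correlation). With the heart muscle score as a covariate the type 1 alveolar (-0.15, camera adjusted p = 0.48) and cytotoxic lists (0.12, camera adjusted p = 0.51) lost their calls. That score does not overlap between these groups, so the loss decides little.

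Groups did not overlap for 11.4% of genes after saline, against 10% by chance. The count of 19 genes was 11 without saline WT 2 and 12, 11 and 10 without saline KO 1, 2 or 3, and it was 22 without the airway-rich pair, 48 with array weights and 10 with a replicate block. *Kpna2*, *Plac9a*, *Tmem254a*, *Lrmda* and *Nnt* held whichever library was left out. *Mid1* lost its call without saline WT 1 or saline KO 1, 2 or 3 (adjusted p 0.05 to 0.19), and *Duxbl1* without saline WT 2 or 3 or saline KO 2 or 3 (0.058 to 0.087). *Entpd4* and *Entpd4b* lost theirs without saline WT 1 or 2 or saline KO 1, 2 or 3 (0.12 to 0.19 and 0.052 to 0.069).

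Under both treatments 13 genes differed between genotypes, 2 of them higher (0.00368 expected by chance) and 11 lower (0.035 expected). The saline and OVA comparisons share no library. Besides *Mcemp1* they included, by GRCm38 position on chromosome 14, *Lrmda* (22019712 to 23056085), *Plac9a* (25887506 to 25903100), *Tmem254a* (25923300 to 25927672) and *Duxbl1* (25978577 to 25990088). On chromosome 5 lay *Gm15446* (109923400 to 109943936) and *1010001B22Rik* (109995511 to 109996398). On chromosome X lay *Mid1* (169685199 to 170005736) and, inside it on the opposite strand, *G530011O06Rik* (169975043 to 169978917). The others were *Kpna2* (chromosome 11, 106988629 to 106999541), *Nnt* (chromosome 13, 119335448 to 119408997), *Gm47917* (chromosome 10, 54063811 to 54065069) and the immunoglobulin gene *Igha* (chromosome 12). *Gm15446* showed the largest differences, -4.47 under OVA and -4.23 under saline on the log2 scale, followed by *G530011O06Rik* with -3.42 and -3.32. *Igha* was higher by 2.40 and 2.84.

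The difference between the OVA responses of the genotypes asks whether the loss of *Mcemp1* alters the response itself. Across genes the responses went the same way and were smaller on average in knockout lungs, though not in every library. Of the 2695 genes that passed in wild type, 95.2% changed with the same sign in knockout, and of the 86 genes that passed in knockout 98.8% had the same sign in wild type. Over all genes the responses correlated with Pearson r = 0.699 (jackknife SE 0.16) and Spearman rho = 0.532. The slope of the knockout on the wild-type response was 0.561 (SE 0.15) by total least squares and 0.558 (SE 0.18) after correction for noise. For single libraries the corrected slope was 1, 0.598, 0.337 and 0.296 in OVA KO 1 to 4 and 0.723 to 1.18 in OVA WT. Genes are not independent replicates, so these values carry no p, and the errors come from leaving out 1 library at a time. Over genes chosen because they passed in wild type the slope was 0.486, and the slope of wild type on knockout over genes chosen in knockout was 0.957.

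By limma a single gene passed the interaction test, the predicted gene *Gm16867* (log2 difference 2.72, SE 0.33, adjusted p = 0.026), named after its value was seen. It was at 3.83 ± 0.689 (SD, n = 3) in saline WT, 1.94 ± 0.499 (n = 4) in OVA WT, 0.0812 ± 0.0463 (n = 3) in saline KO and 1.75 ± 0.87 (n = 4) in OVA KO. An unadjusted p under 0.05 was found for 1603 genes, against 1141 expected by chance. The call for *Gm16867* was lost without saline WT 1, 2 or 3, OVA WT 1, 3 or 4, saline KO 1, 2 or 3 or OVA KO 1 (adjusted p 0.052 to 0.15). The count became 0 in these cases except without OVA WT 4, where another gene passed, and 2 without OVA KO 2. It was also 0 with a pseudocount of 2 ppm, with a replicate block or with the heart muscle covariate. The smallest p among genes with more positive responses in knockout belonged to *Acsl6* (0.70) and the muscle genes *Lmod2* (1.99), *Fhod3* (1.53), *Sgca* (0.96) and *Smyd1* (1.66), none of which passed. Among genes with more negative responses the smallest included those of *Ifi208* (-1.06), *Cd274* (-1.07), *Rbm46* (-0.78) and *Pim1* (-0.76), which did not pass either. *Ccl2* (-1.29, adjusted p = 0.55), *Il13* (-0.48, 0.64), *C3* (-0.90, 0.64), *Mmp12* (-1.03, 0.71) and *Cxcl10* (-0.98, 0.75) did not pass, so no single inflammatory gene was shown to respond differently.

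Gene lists did differ in response by camera at its preset correlation, 16 of 38, and 0 with an estimated correlation. No single gene passed in any of the lists that follow. The response of inflammatory chemokine genes was smaller in knockout (6 of 14 adjusted over the list alone), with a mean difference of -0.77 (camera adjusted p = 9.8e-08, and adjusted p = 0.21 with an estimated correlation). Genes of the mitochondrial genome moved the same way (mean -0.58, camera adjusted p = 2.5e-05, and adjusted p = 0.45 with an estimated correlation). Genes of type 1 alveolar cells moved the other way (mean 0.78, camera adjusted p = 0.00067, and adjusted p = 0.45 with an estimated correlation). The response of alternative macrophage genes was smaller by a mean of -0.89 (2 of 12 adjusted over the list alone, camera adjusted p = 5.7e-06, and adjusted p = 0.36 with an estimated correlation). Interferon response genes had a mean of -0.58 (camera adjusted p = 5e-06, and adjusted p = 0.36 with an estimated correlation) and type 2 genes of -0.34 (camera adjusted p = 0.0023, and adjusted p = 0.28 with an estimated correlation). The core genes of the study, which are not independent evidence, had a mean of -0.67 (4 of 11 adjusted over the list alone, camera adjusted p = 1.4e-07, and adjusted p = 0.21 with an estimated correlation). Their scores averaged 2.7 ± 0.13 (SD, n = 3) and 3.97 ± 0.1 (n = 4) in saline-treated and OVA-challenged wild type and 2.85 ± 0.02 and 3.45 ± 0.3 in knockout. The difference of responses of this score had an exact 2-sided permutation p = 0.00286, with adjusted p = 0.109 over 38 lists. Mast cell genes showed a mean difference of 0.01 (0 of 12 past, camera adjusted p = 0.63). The mucous secretory (0.41, camera adjusted p = 0.65) and eosinophil lists (0.06, camera adjusted p = 0.99) did not pass either. Of the 5 measured eosinophil genes 0 averaged 10 or more and 3 averaged below 1. Its member *Alox15* was highest in the airway-rich OVA WT 2 (12.97) and OVA KO 3 (18.96). The list therefore says little about eosinophils.

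Heart muscle genes moved alongside. Their fall after OVA was larger in wild type by a mean of 1.98 (10 of 10 adjusted over the list alone, camera adjusted p = 5.5e-12, and adjusted p = 0.21 with an estimated correlation). Their score gave an exact permutation p = 0.00714 (adjusted p = 0.136). The club cell list behaved likewise, with a mean of 0.90 (camera adjusted p = 0.00048, and adjusted p = 0.36 with an estimated correlation). With the heart muscle score as a covariate 12 lists passed instead of 16. Scores of saline WT (5.87 to 6.49) lay above those of every other library, so this fit extrapolates and its calls decide little. The chemokine (-0.75, adjusted p = 0.00056), alternative macrophage (-1.28, adjusted p = 8.2e-05), type 2 (-0.53, adjusted p = 0.0036) and core lists (-0.65, adjusted p = 0.00043) kept their calls, and the mast cell list gained one (0.24, adjusted p = 0.014). Under this covariate the mast cell list was also lower in knockout after saline (-0.15, adjusted p = 0.02). Lists that lost theirs included interferon response (-0.26, adjusted p = 0.19), monocyte and macrophage (0.01, adjusted p = 0.74), complement (-0.14, adjusted p = 0.59) and club cell genes (-0.21, adjusted p = 0.98).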

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

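Among the tests weighed here, those for other tissue in the samples, for OVA KO 4, for single libraries, for depth, for linked DNA, for clustering in the genome and for scaling of heart muscle genes were chosen only after the result was seen.

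Some samples lay far from the other 3 of their group of 4, by a ratio of the gap to the group's range above Dixon's critical value for 4 samples. This held for 3 of 76 list groups and 14 of 183 gene groups, where chance gives about 1 in 20. Gene groups with 3 samples at 0 estimated reads were left out. OVA WT 4 had the lowest neutrophil score (2.18 against 2.97 to 3.03, ratio 0.921), and OVA WT 2 the highest T cell score (4.58 against 2.6 to 2.71, ratio 0.943). OVA KO 3 had the highest fat score (4.19 against 0.354 to 0.998, ratio 0.832). The same library held the highest *Chil4* (314 against 4.41 to 41, ratio 0.882), *Clca1* (1410 against 109 to 236, ratio 0.902), *Cfd* (41 against 0.46 to 2.14, ratio 0.958) and *Car3* (94.5 against 1.43 to 6.51, ratio 0.945). In OVA WT 2, *Ccl2* (8.77 against 4.94 to 5.48, ratio 0.859) and *Ccl5* (38.8 against 10.1 to 13.5, ratio 0.881) were highest and *Gata2* (181 against 270 to 282, ratio 0.88) was lowest. In OVA WT 1, *Ifi208* (34 against 23.9 to 24.6, ratio 0.933) and *Duxbl1* (1.77 against 1.16 to 1.25, ratio 0.848) were highest and *Myl4* (6.06 against 11.8 to 12.9, ratio 0.834) was lowest. OVA WT 3 had the highest *Retnla* (2670 against 1600 to 1670, ratio 0.934) and *Btc* (3.24 against 1.92 to 2.04, ratio 0.907). OVA WT 4 had the lowest *C1qc* (27 against 34.7 to 35.7, ratio 0.891) and OVA KO 4 the highest *Gm16867* (3.05 against 1.24 to 1.45, ratio 0.888).

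A test of the difference between the OVA responses of the genotypes gave p under 0.05 in 5 results, of which only a gene passed after adjustment. Among list scores these were inflammatory chemokines (-0.77, exact permutation p = 0.03), the core genes of the study (-0.67, p = 0.00286), which were chosen on these samples and are not independent evidence, heart muscle (1.98, p = 0.00714) and skeletal muscle (1.22, p = 0.0143), none of which passed after adjustment over 38 lists by this exact test (adjusted p 0.109 to 0.285). The gene *Gm16867* did by limma (2.72, adjusted p = 0.026).

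The first pattern is the set of 12 genes besides *Mcemp1* that differ between genotypes under both treatments. DNA linked to the edited locus is argued against by 0 of the 12 lying on chromosome 8, where *Mcemp1* lies. Inherited differences between the mouse lines at a few places in the genome are a candidate explanation, since 8 of the 12 have another of them within 5 Mb, while 10000 random draws of 12 tested genes gave at most 6 and a median of 0. Some of the 8 overlap or adjoin, as *G530011O06Rik* inside *Mid1* and *Plac9a* near *Tmem254a* and *Duxbl1*. Random draws do not allow for overlap or near-identical copies, so the comparison may overstate the clustering. *Nnt*, of which C57BL/6J carries a deletion, is among the 12. A list of 3 genes known to differ between C57BL/6 substrains passed by camera after saline (adjusted p = 4.4e-05) and after OVA (6.1e-05). The call after OVA was lost with an estimated correlation (adjusted p = 0.052), and that after saline with ENSMUSG00000116207 as the only identifier of *Nnt* (0.12). With 1 identifier and an estimated correlation neither passed (adjusted p 0.12 to 0.52). Its member *Wdfy1* averaged 49.1 in wild type and 82.7 in knockout after saline and 43 and 65.6 after OVA, short of the threshold (limma adjusted p = 0.12 and 0.059). The member *Entpd4* went the other way after saline (26.55 to 34.89 in wild type, 16.43 to 17.91 in knockout), and its groups overlapped after OVA. Camera tests for a shared direction, which genes that differ between substrains need not have. Its calls, kept or lost, therefore decide nothing about substrain. A difference of substrain therefore stays open, as do breeding history and an effect of *Mcemp1* on single genes, which were not tested.

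The second pattern is the smaller OVA response in knockout lungs (slope 0.558, SE 0.18). Of 100 drawn assignments of genotype, the real one included, 3 gave a log slope as far from 0 (0.579 in size for the real one, 0.604 for the highest other). That share is under 0.05 but rests on few draws, so chance is argued against and not excluded. Depth acting through the offset of 1 read is argued against by a slope of 0.555 (SE 0.18) over the 10498 genes averaging 10 or more, where the offset is small. For dilution by other tissue, the median difference was 0.2 (knockout minus wild type after OVA) over alveolar, endothelial and mesenchymal genes, which dilution would lower. That test cannot decide, because mesenchymal genes fall after OVA, so a weaker response alone would raise them. It also leaves out club cell and heart muscle genes, whose scores reached higher in OVA KO (9.06 to 10.56 and 3.61 to 5.17) than in OVA WT (8.66 to 9.74 and 2.49 to 3.88). A weakly responding library, OVA KO 4, could account for part of it: without it the slope is 0.644, within 1 SE of the bound of 0.8 set for that explanation, while without OVA KO 1 it is 0.407. Library by library the slopes were 1, 0.598, 0.337 and 0.296 for OVA KO 1 to 4, and 0.723 to 1.18 in wild type. OVA KO 2 and 3 thus lay below every wild-type library as well, and OVA KO 1 did not. Scores of all 4 knockout libraries lay below all wild-type ones for alternative macrophage (4.12 to 5.72 against 5.8 to 6.23) and chemokine genes (1.83 to 2.71 against 2.86 to 3.28). With 4 libraries that differ this much, OVA KO 4 as the main source of the smaller slope cannot be told apart from a response that is smaller in most of them. A weaker response caused by the loss of *Mcemp1*, or by another difference between the lines, stays open as untested.

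The last pattern is the lower level of heart muscle genes after OVA. Scaling between libraries is argued against, since a factor per library moves all genes alike, while the mean change of the list in wild type lay -2.8 from the median of all genes (SD of the list 0.58). A difference in the amount of heart or pulmonary vein muscle in the samples is a candidate explanation: members of the list vary together within groups (median correlation 0.87, against at most 0.41 in 1000 random lists of 10 genes), as varying amounts of 1 tissue would give. Genes regulated together also exceed the random lists (0.99 for mitochondrial, 0.69 for cell cycle and 0.58 for interferon response genes), though of these only the mitochondrial genes reach 0.87. Regulation of the muscle genes is therefore not excluded. The score also differed without OVA, at 5.87 to 6.49 in saline WT and 4.49 to 5.33 in saline KO. OVA KO 3 (5.17) lay within the saline KO range, and the rest of OVA KO below it (3.61 to 4.36). None of these values says whether dissection or OVA itself changed the amount, and an effect of the treatment on vein muscle stays open as untested.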

How the results depend on the processing

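The alternatives with the offset subtracted, with equal column totals, without the airway-rich pair, with the heart muscle covariate, with each *Nnt* identifier alone, with a slope for each library and with the noise-corrected slope were chosen only after the data were seen. Median-of-ratios scaling, quantile normalization, a pseudocount of 0.1 ppm, the filters, limma without its trend (which gives no list values) and the subtracted offset left every count of genes and lists within 1.5 times its value. Of these, median-of-ratios scaling, with factors of 0.989 to 1.013, and the offset of 0.0143 to 0.0237 beside a pseudocount of 0.502 had little room to move them. Of 251 single genes and lists, 250 kept direction and call with median-of-ratios scaling and 249 with the offset subtracted. With each library left out in turn, 3144 results kept both, 331 lost their call, 13 gained one and 26 turned. The alternative planned for raw counts was not run, because the values are not raw counts. Where no cause is given, the cause was not tested. Genes whose values lie near the offset of 1 read, such as *Il13* after saline, are limited by depth.

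Counts that moved by more than 1.5 times were as follows. With a pseudocount of 2 ppm the difference of responses had 0 genes. Array weights gave 4701 genes for OVA in wild type, 645 in knockout, 242 between genotypes after OVA and 48 after saline. A fit on only the groups compared, which has fewer samples, gave 24 genes in knockout, 17 between genotypes after OVA and 12 lists after saline. A replicate block gave 214 genes between genotypes after OVA, 10 after saline and 0 for the difference. Replicate numbers do not pair the libraries: the correlation of 19 pairs ran from -0.32 to 0.39, with 5 over 0.1. Asking for at least a 2-fold change, a stricter rule, left 745 genes for OVA in wild type and 41 between genotypes after OVA. With an estimated correlation, camera called 0, 0, 0, 1 and 0 lists in the 5 contrasts. The call was that of the substrain list after saline (adjusted p = 0.035), which counts *Nnt* under both identifiers, and with either alone it did not pass (0.32 and 0.52). By contrast, fry called 23, 8, 12, 1 and 0. Equal column totals gave 4807 genes for OVA in wild type (467 higher, 4340 lower), with the median of all genes shifted by -0.173, and 145 in knockout. Between genotypes after OVA they gave 132 genes (101 higher, 31 lower), with a shift of 0.106. Changes are relative to these shifts, and no list turned direction. Without the airway-rich pair 467 genes passed in knockout. Heart muscle scores of saline WT (5.87 to 6.49) lay above those of every other library. Calls that this score as a covariate keeps or removes in comparisons with saline WT are therefore extrapolated and decide little. The heart muscle score differs between treatments, so as a covariate it takes up part of the treatment effect. It left 5 genes and 12 lists for OVA in wild type, 17 genes between genotypes after OVA and 0 for the difference, and gave 11 lists after saline.

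With each library left out in turn, genes ranged from 1159 to 3035 for OVA in wild type, 11 to 213 in knockout, 29 to 1106 between genotypes after OVA, 10 to 21 after saline and 0 to 2 for the difference. Lists after saline ranged from 5 to 10, and list scores with exact p under 0.05 from 2 to 8 between genotypes after OVA and 3 to 7 for the difference. The correlation of responses ranged from 0.546 to 0.739 and its noise-corrected slope from 0.407 (without OVA KO 1) to 0.644 (without OVA KO 4). The mast cell list turned by camera's direction, which sets it against all other genes, after OVA in wild type, although its mean stayed positive (0.01 to 0.12). Results that changed sign ranged in knockout from -0.05 to 0.18 for *Mcemp1* and -0.15 to 0.12 for *Il5*. Between genotypes after OVA they ranged from -0.34 to 0.29 for *Ccl5*, -0.26 to 0.42 for *Cfb*, -0.13 to 0.13 for *Kit* and -0.07 to 0.04 for the mast cell list. After saline they ranged from 0 to 0.49 for *Ccl3*, -0.1 to 0.14 for *Ifng*, -0.02 to 0.04 for *Il13* and -0.05 to 0.22 for *Il5*, and for the difference from -0.05 to 0.07 for the mast cell list.

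Other reversals were mostly of values near 0. Quantile normalization gave 0.02 for *Il5* in knockout, 0.00 for *Kit* between genotypes after OVA and -0.01 for *Il13* after saline. A pseudocount of 0.1 ppm gave 0.00 for *Il5* in knockout, a filter of 1 ppm, which tests fewer genes, gave 0.05 for the mast cell list between genotypes after OVA, and the subtracted offset gave -0.01 for *Il13* after saline. Array weights gave -0.07 for *Mcemp1* in knockout, 0.23 for *Ccl5* and -0.41 for *Cfb* between genotypes after OVA, and 0.01 for *Ccl5* in the difference. Equal column totals gave -0.03 for *Mcemp1* in knockout and 0.12 for *Kit* between genotypes. Without the airway-rich pair *Kit* was at 0.05, *Ccl5* at 0.32 and *Cfb* at -0.34 between genotypes after OVA, and in the difference the mast cell list was at 0.00 and *Ccl5* at 0.01. With the heart muscle covariate the values for OVA in wild type were -0.25 for the mast cell list, 0.83 for ciliated cells, 0.39 for skeletal muscle and 0.91 for fat, and 1.32 for *Cfd*, 0.48 for *Mb*, 1.12 for *Car3*, 0.05 for *Aldh1a1* and -0.03 for *Mcemp1*. In knockout they were -0.01 for the mast cell list, 0.03 for ciliated cells, -0.06 for *Ccl3* and -0.09 for *Mcemp1*. Between genotypes after OVA they were 0.08 for the mast cell list, -0.14 for ciliated cells, 0.23 for *Kit* and -0.06 for *Cfb*, and after saline 0.00 for heart muscle, -0.13 for *Ccl3* and -0.05 for *Ifng*. For the difference they were 0.01 for the monocyte and macrophage list, -0.81 for ciliated cells and -1.09 for fat.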

Other observations

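The tests in this part on gene lists and on other splits of the samples were chosen before the result was seen. The heart muscle covariate, used here for 2 lists, was chosen only after the data were seen.

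Further gene groups moved. Neutrophil genes lay higher in knockout than in wild-type lungs under both treatments. Their scores averaged 2.58 ± 0.39 (SD, n = 3) in saline WT, 2.79 ± 0.41 (n = 4) in OVA WT, 3.38 ± 0.33 (n = 3) in saline KO and 3.66 ± 0.37 (n = 4) in OVA KO. The mean difference was 0.88 after OVA (0 of 10 genes past, 8 adjusted over the list alone, camera adjusted p = 6e-06, and adjusted p = 0.17 with an estimated correlation) and 0.80 after saline (0 of 10 past, 7 adjusted over the list alone, camera adjusted p = 1.4e-09, and adjusted p = 0.14 with an estimated correlation). The calprotectin subunit gene *S100a9* averaged 40.2 ± 17.8 and 107 ± 37.5 after saline and 51.6 ± 30.5 and 128 ± 17.8 after OVA in wild type and knockout, without passing the threshold (limma adjusted p = 1 and 0.11). Plasma cell transcripts rose after OVA in both genotypes. In wild type 6 of 17 genes of the B and plasma cell list rose (7 adjusted over the list alone, mean 1.72, camera adjusted p = 7.9e-07, and adjusted p = 0.13 with an estimated correlation) and in knockout 4 of 17 (7 adjusted over the list alone, mean 1.62, camera adjusted p = 1.9e-10, and adjusted p = 0.12 with an estimated correlation). *Ighg1*, the IgG1 heavy chain, averaged 1 ± 0.425 in saline and 293 ± 366 in OVA wild type (log2 6.68, adjusted p = 0.0058). *Igha*, the IgA heavy chain, averaged 14.1 ± 6.01 and 126 ± 93.5 in wild type and 99 ± 10.9 and 556 ± 120 in knockout, and was higher in knockout under both treatments.

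In wild type after OVA all 9 genes of the mitochondrial genome rose (9 adjusted over the list alone, mean 0.94, camera adjusted p = 4.3e-08, and adjusted p = 0.18 with an estimated correlation), with *mt-Nd1* at 10200 ± 1620 and 22200 ± 2590. In knockout 0 of 9 passed (mean 0.36, camera adjusted p = 0.00023, and adjusted p = 0.37 with an estimated correlation, or 0.082 at the preset correlation without saline KO 2). Of 16 cell cycle genes 6 rose in wild type (10 adjusted over the list alone, mean 0.56, camera adjusted p = 4.2e-07, and adjusted p = 0.22 with an estimated correlation), among them the replication clamp gene *Pcna* (41.8 ± 2.32 to 60.1 ± 5.39) and *Rrm2* (4.87 ± 0.996 to 10.8 ± 3.07). In knockout 0 of 16 passed singly, also adjusted over the list alone (mean 0.45, camera adjusted p = 1.6e-09, and adjusted p = 0.18 with an estimated correlation). Of 8 genes of cytotoxic lymphocytes 3 rose in wild type (7 adjusted over the list alone, mean 0.64, camera adjusted p = 6.4e-05, and adjusted p = 0.21 with an estimated correlation), including granzymes A and B (*Gzma*, 24.9 ± 4.99 to 44.9 ± 15.4, and *Gzmb*, 3.85 ± 0.962 to 6.93 ± 1.91). With the heart muscle score as a covariate this list lost its call (mean 0.07, camera adjusted p = 0.89). Ciliated cell genes fell in wild type in 3 of 8 cases (8 adjusted over the list alone, mean -1.19, camera adjusted p = 0.00013, and adjusted p = 0.29 with an estimated correlation). Their mean turned to 0.83 with the heart muscle score as a covariate.

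Other splits of the same libraries into groups of the same sizes were counted for each comparison. For OVA in wild type 1 of 35 splits gave as many genes as the real one, which is the real split itself (2695 against at most 1216 in the others). That is the smallest share these splits allow, so chance is argued against and not excluded. For its gene lists 6 of 35 did (22 against at most 27), and chance cannot be excluded. In knockout 2 of 35 splits gave as many genes (86 against at most 99), so chance cannot be excluded. As many lists came from 1 of 35, the real split (25 against at most 23), the smallest share these splits allow. That margin is narrow beside the 21 to 28 lists found with single libraries left out, so chance is not taken as excluded for lists. Between genotypes after OVA 2 of 35 splits gave as many genes (89 against at most 992) and 6 of 35 as many lists (18 against at most 20), and chance cannot be excluded for either. The split with 992 genes set OVA WT 1, 3 and 4 with OVA KO 1 against the rest and so points to a structure among the OVA libraries that does not follow genotype. After saline the 10 splits are too few for a share under 0.05. Their counts were 19 genes for the real split and at most 0 for the others, with 1 of 10 as large, and 6 lists against at most 9, with 7 of 10 as large. For the difference of responses 14 of 100 drawn splits gave as many genes (1 against at most 277, which again points to a structure among the samples) and 15 of 100 as many lists (16 against at most 22), and chance cannot be excluded.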
